# Profile of the Spleen Transcriptome in Beef Steers with Variation in Gain and Feed Intake

**DOI:** 10.3389/fgene.2016.00127

**Published:** 2016-07-25

**Authors:** Amanda K. Lindholm-Perry, Rebecca J. Kern, Brittney N. Keel, Warren M. Snelling, Larry A. Kuehn, Harvey C. Freetly

**Keywords:** beef cattle, copy number variation, feed intake, gain, spleen, transcriptome

## Abstract

We have previously identified components of the immune system contributing to feed intake and gain in both the rumen and small intestine of beef steers. In this study, we examined the spleen, a major lymphatic organ near the digestive tract, to determine whether it was also influencing individual feed efficiency status through immune responses. Animals (*n* = 16) that were divergent for gain and intake were selected for tissue sampling. The spleen transcriptomes were evaluated by microarray. A total of 1216 genes were identified as differentially expressed. Genes were over-represented in Kyoto encyclopedia of genes and genomes (KEGG) pathways including biological regulation, protein folding, cell communication, immune systems process, response to stress, and RNA metabolic process. Several stress response or heat shock genes including *HSPH1, HSPA1A, HSPA4, DNAJB4, DNAJA4*, etc., were identified as a stress response functional gene cluster in the low gain-low intake animals. These genes were up-regulated amongst the low gain-low intake animals compared to all other groups. Canonical pathways associated with the differentially expressed genes included the coagulation system, extrinsic prothrombin activation, protein ubiquitination, unfolded protein response, and aldosterone signaling in epithelial cells. An analysis of expressed copy number variable (CNV) genes in the spleen produced some of the same genes and gene families that were differentially expressed. Our data suggests the splenic contribution to some of the underlying variation among gain and intake within this group of animals may be a result of immune function and stress response. In addition, some of the differences in immune response functions may be related to gene copy number.

## Introduction

The spleen is responsible for filtering the blood of damaged red cells and microbes, and also serves as an immune organ. The spleen's roles in immune functions include surveying the blood for antigens and producing antibodies. The spleen is composed of red and white pulp. The red pulp contains platelets and phagocytes, the latter of which engulf the red blood cells, and pathogens that are filtered out of the blood stream. The phagocytes and platelets are also available for release into the blood stream when necessary to facilitate wound healing. The white pulp contains T and B cells, and macrophages and responds to the antigens circulating through the bloodstream.

Previous studies have examined spleen size for a relationship with feed efficiency in livestock. Meyer et al. (2015) found that spleen mass tended to be larger in sheep with lower residual feed intake regardless of diet type. In an unrelated study, Gain:Feed was also positively correlated with spleen size in beef cattle (Mader et al., 2009). It is possible that the size of the spleen may increase in response to infection, and perhaps the more feed efficient animals are responding to exposure to pathogens in a manner that is also favorable for feed efficiency.

Previously, we identified immune and inflammation components among differentially expressed genes associated with variation in feed intake and gain phenotypes in the rumen and small intestine transcriptomes of beef cattle (Kern et al., 2016; Lindholm-Perry et al., 2016). For example, the antigen processing/presentation and pathways involved in the pathogenesis of influenza were identified in the small intestine of high gain vs. low gain animals. In the rumen, pathways including interferon signaling and PI3K signaling in B lymphocytes were over-represented in high vs. low gaining animals. It is possible that some of the immune responsiveness of these animals to routine exposure to pathogens is a result of splenic activity as a response to circulating blood antigens that are filtered through the spleen. In this study, we have investigated beef steers for variation in their spleen transcriptomes.

## Materials and methods

### Animal care and use

The U.S. Meat Animal Research Center (USMARC) Animal Care and Use Committee reviewed and approved all animal procedures. The procedures for handling cattle complied with the Guide for the Care and Use of Agricultural Animals in Agricultural Research and Teaching (FASS, 2010).

### Population

Steers selected for this study were born in the fall of 2012 and originated from the continuous phase of the USMARC Germplasm Evaluation project (Schiermiester et al., 2015; Table 1), a breeding program intended to develop a population of cattle with high percentages of the following breeds: Angus, Beefmaster, Brahman, Brangus, Braunvieh, Charolais, Chiangus, Gelbvieh, Hereford, Limousin, Maine Anjou, Red Angus, Salers, Santa Gertrudis, Shorthorn, and Simmental. Each year the heifers and cows were artificially inseminated to prominent industry bulls of their dominant breed.

**Table 1:** **Breed composition of steers by phenotypic group**.

**Breed**	**High gain-high intake**	**High gain-low intake**	**Low gain-low intake**	**Low gain-high intake**	**High gain**	**Low gain**	**High intake**	**Low intake**
Hereford	0.125	0.3125	0.3125	0.0625	0.21875	0.1875	0.09375	0.3125
Angus	0.21875	0.25	0	0.1875	0.234375	0.09375	0.203125	0.125
Shorthorn	0	0.1875	0	0	0.09375	0	0	0.09375
Brahman	0	0	0.125	0	0	0.0625	0	0.0625
Simmental	0	0	0	0.25	0	0.125	0.125	0
Maine Anjou	0	0	0.1875	0	0	0.09375	0	0.09375
Gelbvieh	0	0	0	0.1875	0	0.09375	0.09375	0
Brangus	0.125	0	0	0	0.0625	0	0.0625	0
Santa Gertrudis	0.1875	0	0	0	0.09375	0	0.09375	0
MARCII^a^	0	0	0.0625	0	0	0.03125	0	0.03125
MARCIII^b^	0.125	0	0	0	0.0625	0	0.0625	0
Salers	0.1875	0.125	0	0	0.15625	0	0.09375	0.0625
Beefmaster	0	0	0	0.125	0	0.0625	0.0625	0
Chiangus	0	0.0625	0.1875	0.125	0.03125	0.15625	0.0625	0.125
Charolais	0.03125	0	0	0	0.015625	0	0.015625	0
SIMMENTAL × MARC I^c^	0	0.0625	0	0.0625	0.03125	0.03125	0.03125	0.03125
MARC II-CHAROLAIS-MARC III	0	0	0.0625	0	0	0.03125	0	0.03125
UNK^d^	0	0	0.0625	0	0	0.03125	0	0.03125

a *MARCII animals consist of the following breed composition: 1/4 Simmental, 1/4 Gelbvieh, 1/4 Hereford, 1/4 Angus*.

b *MARCIII animals consist of the following breed composition: 1/4 Pinzgauer, 1/4 Red Poll, 1/4 Hereford, 1/4 Angus*.

c *MARCI animals consist of the following breed composition: 1/4 Limousin, 1/4 Brown Swiss,1/4 Charolais,1/8 Hereford,1/8 Angus*.

d *UNK corresponds to unknown breed of origin*.

### Feed efficiency phenotypes

Steers (*n* = 148) were evaluated for feed intake using the Insentec feeding system (Marknesse, The Netherlands). The trial began when the steers were ~1 year of age and lasted for an 84-day period. Steers had *ad libitum* access to a ration (DM basis) consisting of: 57.35% dry-rolled corn, 30% wet distillers grains with solubles, 8% ground alfalfa hay, 4.25% vitamin, and mineral supplement containing Monensin (Land O'Lakes Feed LLC, Gray Summit, MO, USA), and 0.4% urea. Body weight was measured on days 0 and 1, 83 and 84, and at least every 3 weeks during the study. Body weight was regressed using a quadratic function on days on study, and total gain was calculated from the resulting regression equation. At the end of each feeding period, steers were ranked based on their standardized distance from the bivariate mean (ADG and ADFI) assuming a bivariate normal distribution with a calculated correlation between ADG and ADFI. Four steers with the greatest deviation within each Cartesian quadrant were sampled (*n* = 4/group). In the event that a sire breed was over-represented within a quadrant, a steer with the next highest rank of a different breed was selected. The result was a 2 × 2 factorial design consisting of greater and less ADFI, and greater and less ADG. Animals with medical or health issues (i.e., pneumonia or foot rot) that might affect gain or intake were excluded prior to the selection process. Breed composition by phenotypic group is presented in Table 1.

### Tissue collection and RNA isolation

Animals selected for this study were comingled in a pen with *ad libitum* access to the same diet. Animals were slaughtered over a consecutive 4-day period, with one animal from each of the phenotypic groups represented during each harvest day. The steers were able to consume feed and water until their weights were taken on the morning of slaughter and transported to the US Meat Animal Center abattoir (under 6.4 km). On each slaughter day, the four animals selected were processed serially within a 3-h time frame. The spleen tissue was obtained from each steer at ~30 min post-exsanguination. A portion of the spleen was removed from the unattached end of the spleen, ~8–10 cm from the free end of the spleen. Small sections of the spleen tissue were diced into 50–100 mg samples from middle of the open end of the spleen slice. These samples were immediately frozen in liquid nitrogen and stored at −80°C until they could be processed further. RNA was isolated with TriPure Reagent (Roche, Indianapolis, IN, USA) according to the manufacturer's protocol with an extra 20 min centrifugation following the addition of chloroform. The resulting RNA pellets were centrifuged through RNeasy Plus Mini Kit columns (Qiagen, Valencia, CA, USA) according to the manufacturer's instructions to remove genomic DNA.

### Microarray analysis

Each sample (1 uL) was evaluated using the Nanodrop 8000 (Thermo Scientific, Wilmington, DE, USA) for OD and A260/280 ratios. A260/280 ratios were above 1.8 and concentrations were above 85 ng/uL for all samples tested. In addition, all samples were evaluated for integrity using the Agilent Bioanalyzer 2100 with RNA Nano 6000 chips. Samples with RIN values of RIN ≥ 5.8 were processed. The average RIN values for all 16 samples was 8.0.

To assess the differential expression of the genes in the spleen of steers, the Affymetrix GeneAtlas System (Santa Clara, CA) in conjunction with Bovine 1.1ST array strips were used according to the manufacturer's protocol. Briefly, 250 ng of total RNA and *Poly-A* RNA controls were converted to single stranded cDNA, then fragmented and TdT labeled with the WT Expression Kit. A hybridization cocktail was prepared from fragmented cDNA, *bioB, bioC, bioD*, and *cre* controls, and Control Oligonucleotide B2 using the Affymetrix GeneAtlas Hybridization, Wash and Stain Kit for WT Array Strips, and GeneChip Hybridization Controls (Santa Clara, CA). Arrays were hybridized for 20 h at 48°C. Staining and washing was completed utilizing the GeneAtlas Fluidics station. Chips were immediately imaged in a calibrated Affymetrix GeneAtlas scanner, and all arrays passed the imaging quality control assessment. CEL formatted files were annotated using Affymetrix Expression Console (Colombo et al., 2014). Guanine Cytosine Count Normalization (GCCN) and Signal Space Transformation (SST) algorithms were applied to the microarray data. The GCCN program normalizes the signal of the probes by GC content. The SST algorithm was used to stretch the signal intensity distribution in order to decompress the fold change ratios. Samples were then subjected to Robust Multichip Analysis (RMA) for processing, further normalization and analysis of the microarrays (Irizarry et al., 2003). The CEL and CHP files have been submitted to the NCBI Gene Expression Omnibus (GEO) database (Accession Series GSE73261) for possible inclusion in meta-analyses. Expression pattern differences were analyzed using a model with Cartesian quadrant (high intake-high gain; low intake-high gain; low intake-low gain; high intake-low gain) as a fixed effect and animal as residual with SAS, Inc. (Cary, NC, USA). Least squares mean were derived for genes with significant expression patterns in a three degree of freedom test. Significance values were multiple-test corrected for 24,431 genes using the FDR procedure of Benjamini and Hochberg (1995). *P*-values of contrasts are also reported for gain (high gain quadrants minus low gain quadrants), intake (high intake quadrants minus low intake quadrants), and their interaction.

### Validation by qRT-PCR

Genes (*n* = 13) were chosen to validate the microarray data using real-time PCR. Complimentary DNA (cDNA) from the RNA isolated from the spleen from the same 16 animals sampled for microarray was used to perform real-time PCR. Primer 3 was used to design primer sets (http://primer3.ut.ee/). Primers for 18S were tested across all animals. No statistically significant differences between groups were detected (*P* > 0.2). Real-time PCR was performed in duplicate for each gene and triplicate for the 18S housekeeping gene and pooled samples using the Bio-Rad CFX384 instrument (Bio-Rad, Hercules, CA, USA) and SYBR Green master mix (Bio-Rad) with 5 ng of cDNA template. The real-time PCR reaction was performed at 95°C for 5 min followed by 45 cycles of 95°C for 10 s, 55°C for 10 s, and a final melting curve from 65 to 95°C. The Bio-Rad CFX384 software calculated the threshold cycle (*Cq*) for each gene from each sample with 18S as the reference gene. Analysis of qRT-PCR data was performed using the *Cq* of the target gene and the reference gene to calculate the Δ*C*_t_. The *Cq*-values from each sample and a pooled control sample were used to calculate the ΔΔ*C*_t_. Fold changes between samples were determined using log transformed 2^−ΔΔ*C*t^ obtained using the Livak and Schmittgen (2001) method.

### Biological process analysis

The Protein Analysis Through Evolutionary Relationships (PANTHER) classification system (pantherdb.org) was chosen to evaluate the list of spleen DEG for enrichment among biological processes. The list of 1137 annotated genes was evaluated using the statistical overrepresentation test with the *B. taurus* database and the default parameters. Processes were considered significant at *P* < 0.05.

### Qiagen ingenuity pathway analysis

Ingenuity® Pathway Analysis (IPA®, QIAGEN) was used to evaluate the list of DEG for over-representation in canonical pathways. The software depicted systems-level gene interactions, based on the Ingenuity Knowledge Base database. Data were imported in a flexible format using gene symbol as the identifier, and genes with *P* < 0.05 were used for core analyses. Top networks were identified for all DEG genes. The program calculates a *P*-value for each network using the fit of the significant genes and the size of the network.

### Copy number variable (CNV) gene discovery

Whole exome sequencing was performed on a separate population of 175 bulls used in Cycle VII of the USMARC Germplasm Evaluation project (Snelling et al., 2015). This set of animals included 122 purebred AI sires representing 10 different breeds, and 53 F_1_ natural service sires representing 10 different crosses of 7 breeds. Exome sequencing of the bulls was previously described by Snelling et al. (2015). Genomic DNA was extracted from semen and blood using standard DNA extraction protocols (phenol-choloroform extraction for semen and QIAamp DNA Mini Kit for blood), and sheared to an average size of 300 bp. Indexing adapters were added to allow identification of individual DNA samples from pools of 8 samples. The Agilent SureSelect Target Enrichment System Kit I and Kit II (Agilent Technologies, Inc., Santa Clara, CA) were used to generate a DNA library for each sample. Equal quantities of each indexed DNA library were pooled into groups of 8 for exome capture using the Agilent SureSelect XT Bovine capture reagent (Agilent Technologies, Inc., Santa Clara, CA). Exome capture libraries were then sequenced with the Illumina MiSeq technology (MiSeq Reagent Kit V2 and V3 chemistry; Illumina, San Diego, CA) to obtain a mean 20x coverage of targeted intervals.

Copy number variation was detected in the exome sequence. The cn.MOPS algorithm (Klambauer et al., 2012) was used to identify putative CNV. cn.MOPs is a multiple sample read depth CNV detection method that applies a Bayesian approach to decompose read variations across multiple samples into integer copy numbers and noise by its mixture components and Poisson distributions, respectively. cn.MOPS avoids read count biases along the chromosomes by modeling the depth of coverage across all samples at each genomic position. The exome version of the cn.MOPS program was run using the default parameters.

The resulting CNVs were then used to construct a set of copy number variable regions (CNVRs). A CNVR was constructed by merging CNVs within and across samples that exhibited at least 50% pairwise reciprocal overlap in their genomic coordinates. This method identified 131 CNVRs (119 on the autosomes and 12 on the X chromosome). Sizes of the CNVRs ranged from 0.0016 to 1.56 Mb, with an average of 0.1097 Mb, and a median of 0.0369 Mb. The CNVRs occupied a total of 12.0038 unique Mb or 0.45% of the UMD 3.1 *Bos taurus* genome.

Genes from the RefSeq annotation of UMD 3.1 overlapping (both completely and partially) with CNVRs were then identified. A total of 353 protein-coding genes were overlapped by CNVRs.

### Expressed CNV genes in the spleen

To identify expressed CNV genes in the spleen, the microarray data was processed as follows. Individual CEL files were processed using the UPC function from the SCAN.UPC package in R (Piccolo et al., 2012, 2013). UPC is a quantitative approach for normalizing gene expression data that produces standardized expression values that estimate whether a gene is “active” in a given sample. The program outputs for each gene in a given sample a universal expression code (UPC), a number between 0 and 1 where larger values suggest a greater likelihood that the gene is expressed in the sample. The UPC function was run using the default parameters, and a gene was considered to be expressed in the spleen if it had a UPC > 0.3 in at least one sample. The set of CNV genes expressed in the spleen was then identified by finding the overlap between the set of genes expressed in the spleen and the set of CNV genes. The CNV genes were analyzed using the PANTHER classification system for genes to obtain over-represented biological processes. Significance of gene ontology (GO) terms was assessed using the default *B. taurus* GO annotation as background for the enrichment analysis, and terms were considered significant at a Bonferroni corrected *P* < 0.05.

## Results

### Phenotypic measurements

Table 2 lists the gain and feed intake means, minimums and maximums for all four phenotypic groups of animals (*n* = 4/group). Briefly, the high gain-high intake animals gained on average 187 kg and consumed 1210 kg of dry matter over the course of the 84-day trial. The high gain-low intake animals gained an average of 166 kg and consumed 762 kg of dry matter over the study. The low gain-low intake animals gained 135 kg and consumed 743 kg of dry matter over the trial; and the low gain-high intake group gained 124 kg on 1135 kg of feed. Averages for the animals grouped as high and low gain, and high and low intake are also included (Table 2).

**Table 2:** **Average, minimum, and maximum values for the total gain and feed intake for 16 steers (*n* = 4/group) over 84 days on study**.

**Group^a^**	**Gain (kg)^b^**	***SD***	**Feed intake (kg)^c^**	***SD***
High gain-high intake	187	18.2	1210	202.5
High gain-low intake	166	6.8	763	93.4
Low gain-low intake	135	23.8	743	33.8
Low gain-high intake	124	28.5	1135	126.4
High gain	176	16.8		
Low gain	130	25.0		
High intake			1172	161.3
Low intake			753	65.9

a *Animal groups (n = 4 animals) in each group of high gain-high intake, high gain-low intake, low gain-low intake, and low gain-high intake. High gain and low gain groups, as well as high intake and low intake groups are composed of 8 animals*.

b *Gain is expressed in total kg in body weight gained over the trial*.

c *Feed intake is expressed in total kg of dry matter intake consumed during the feeding trial*.

### Differential gene expression

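Spleen RNA from 16 crossbred steers was measured on Affymetrix Bovine 1.1 ST arrays, with 1 array per steer and 4 steers in each of the high gain-high intake, high gain-low intake, low gain-low intake and low gain-high intake groups. The spleen is a lymphoid organ that also filters blood, so its RNA comes from B and T cells, macrophages, blood cells, vessels and the muscular capsule together. A transcript cluster on this array is a set of probes along a gene, summarised as a single value. The authors normalized the probe signals for GC content, stretched the signal distribution with the SST algorithm and applied RMA, which gave the deposited log2 values. Stretching widens the differences between arrays, so the log2 differences given here are those of the stretched scale. The deposited table held 26773 features. Of these, 1776 with an ID below the first annotated one were left out and 24997 were tested, 18790 of which carried 1 gene symbol. The number of arrays, 4 per group, limits the precision. The array medians lay between 8.24 and 8.37, and the correlation between any pair of arrays across features was between 0.955 and 0.986. The scale has a ceiling, and 44 features came within 0.05 of the highest value on at least 1 array. The 4 groups were compared in limma, which moderates the variance of each feature with that of the others, by an F test and by contrasts for gain, intake, their interaction, and each group against the mean of the other 3 groups. Gain and intake differences are high minus low, and the interaction is the intake difference within high gain minus that within low gain. For single genes and for gene lists, a two-sided exact permutation test over the steers is given beside the limma result. The breed composition differs between the groups in the paper's Table 1. Cattle were processed on several days with 1 animal of each group per day, but the day, array strip and breed of each steer are not given in the sources used here, so none could enter the model.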

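CREM, a transcription factor of the cAMP response, had the smallest F p among the features with 1 gene symbol, followed by TSHZ2, the heat shock gene HSPH1 and the potassium channel gene KCNMA1. In the limma F test, 1168 of the 24997 features had an unadjusted p under 0.05 and 0 had an adjusted p under 0.05. Ordinary least squares, the methods' test without moderation of the variances, gave 1219 features at an unadjusted p under 0.05 and 0 at an adjusted p under 0.05. All 1216 features that the paper lists in Supplemental Table 1 were among those under 0.05 by ordinary least squares, and 933 of them were also under 0.05 by limma. Limma called a further 235 features that the table does not list.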

Analysis of the microarray data produced 1216 differentially expressed genes (DEG) with nominal *P*-values of < 0.05. Thirty of these genes (27 annotated genes) displayed *P* < 0.001. These included a heat shock gene (*HSPH1*); a transcription factor (*TSHZ2*); and two ion channels (*KCNMA1* and *SCN4B*). This gene list also includes two genes that appear to be involved in immune function: *ADORA2A*, which affects spleen size and number of naïve T-cells in mice (Cekic et al., 2013) and *SAA4*, a major acute phase reactant. 

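The low gain-low intake animals stood apart from the other groups for 6 of the 10 features with 1 gene symbol and the smallest F p, which were CREM, TSHZ2, HSPH1, KCNMA1, ADORA2A, N4BP2L1, OR4A2I, OR2A62, LOC100139916 and SLC5A3. CREM averaged 9.27 ± 0.22 (SD, n = 4) in these animals and 8.26 to 8.56 in the other groups, a log2 difference of 0.87 (standard error 0.13). SLC5A3, an inositol transporter that responds to osmotic stress, was higher by 1.51 (standard error 0.29), and N4BP2L1 was higher by 1.19 (standard error 0.21). OR4A2I, an olfactory receptor gene with a dim signal, was higher by 0.70 (standard error 0.12). For CREM and OR4A2I, each of the 4 low gain-low intake steers lay above all 12 other steers (exact permutation p = 0.000549, the smallest that 4 of 16 steers allow). OR2A62, another olfactory receptor gene, was lower in the 8 high intake than in the 8 low intake animals, with a log2 difference of -0.59 (standard error 0.11) and an exact permutation p of 0.000155. LOC100139916 was highest in the high gain-low intake animals, 0.96 (standard error 0.18) above the other groups. The limma adjusted p of these differences lay between 0.144 and 0.758. These 10 features were picked by their F p on the same arrays. Small permutation p values and full separation partly follow from that choice and are not independent evidence. In the limma F test, 24 features had an unadjusted p under 0.001, where 25 would do so by chance, and 30 did by ordinary least squares.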

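HSPH1 averaged 15.45 ± 1.40 (SD, n = 4) in the low gain-low intake animals and between 12.16 and 12.82 in the other groups, a log2 difference of 2.97 (standard error 0.47, limma adjusted p = 0.144). TSHZ2 was lowest in the same animals, 8.74 ± 0.19 (SD, n = 4) against 9.35 to 9.73, a difference of -0.84 (standard error 0.14, limma adjusted p = 0.164). All 4 low gain-low intake steers lay above the other 12 for HSPH1 and below the other 12 for TSHZ2. KCNMA1, a calcium-activated potassium channel, was higher with high intake. Its mean was 8.20 ± 0.30 (SD, n = 4) in the low gain-high intake and 7.81 ± 0.17 in the high gain-high intake animals, against 7.55 ± 0.16 and 7.22 ± 0.21 in the low gain-low intake and high gain-low intake animals. The high minus low intake difference was 0.62 (standard error 0.11, limma adjusted p = 0.548, exact permutation p = 0.000466). SCN4B, a sodium channel subunit, had its highest mean in the low gain-low intake animals at 7.95 and its lowest in the high gain-low intake animals at 7.40. Its low gain-low intake difference was 0.36 (standard error 0.09, limma adjusted p = 0.564), and its F statistic over the 4 groups had a permutation p of 0.00048.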

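ADORA2A, an adenosine receptor, was lower in the high gain-low intake animals than in every other group. Its mean there was 8.67 ± 0.17 (SD, n = 4) against 9.34 to 9.40. The difference from the other groups was -0.71 (standard error 0.11), all 4 steers lay below the other 12, and the limma adjusted p was 0.403. SAA4 was higher in the high gain-low intake animals, at 6.26 ± 0.18 (SD, n = 4) against 5.83 to 5.93, a difference of 0.37 (standard error 0.09, limma adjusted p = 0.758). SAA4 is dim on these arrays, below the lower quartile of the values of each array, and all 4 steers still lay above the other 12.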

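HADHB was highest in the high gain-high intake animals, at 11.74 ± 0.11 (SD, n = 4), and lay between 11.33 and 11.37 in the other groups. The difference was 0.40 (standard error 0.09), and each of the 4 high gain-high intake steers lay above the other 12. CPT2, which takes part in the import of long chain fatty acids into mitochondria, was higher in the same animals by 0.39 (standard error 0.10, exact permutation p = 0.0022). The limma adjusted p of both genes was 1. Of 16 genes of mitochondrial beta oxidation, 11 were higher and 5 lower in the high gain-high intake animals, and 2 had an adjusted p under 0.05 when adjusted over the list alone, against 0 over all features. The mean of the list was higher by 0.15 (standard error 0.07, exact permutation p = 0.0291, adjusted over the lists p = 0.881).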

*HADHB* was also identified and this gene encodes a mitochondrial enzyme that catalyzes the final steps of beta-oxidation of long chain fatty acids. 

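CREM, TSHZ2, HSPH1 and KCNMA1 shared the lowest adjusted p of the limma F test, 0.734, and ordinary least squares gave a lowest value of 0.772. Among the contrasts for gain, intake and their interaction, the lowest limma adjusted p was 0.243, for gain, and the lowest for the interaction was 1. Low gain-low intake against the rest reached a lower value, given above for HSPH1. The only alternative on all 16 steers with features past an adjusted p of 0.05 was limma with array weights, where HSPH1, TSHZ2 and CREM had an adjusted p of 0.0247 for low gain-low intake against the rest.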

The lowest FDR value for these genes was 0.75. The complete list of DEG with *P*-values, fold change, and FDR data is presented in Supplemental Table 1.

Contrasts for gain, intake, and their interaction were also derived. 

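For gain, TARS1, a threonyl-tRNA synthetase, was higher in the high gain animals by 0.54 (standard error 0.12, exact permutation p = 0.000622), and LSM12 was higher by 0.56 (standard error 0.13). GPR135, a G protein-coupled receptor, was lower in the high gain animals, with a log2 difference of -0.39 (standard error 0.10). For intake, SYT11, a synaptotagmin, was higher in the high intake animals by 0.43 (standard error 0.09) and GYG1, which primes glycogen synthesis, by 0.46 (standard error 0.12), while NUFIP2 had a difference of -0.62 (standard error 0.15). For the interaction, RAPH1 had a value of -1.33 (standard error 0.38, permutation p = 0.00917). In limma, 1515 features had an unadjusted p under 0.05 for gain, 656 higher and 859 lower with high gain. For intake there were 850, 429 higher and 421 lower with high intake, and for the interaction 1163, 614 positive and 549 negative. Among the features under 0.05 in the F test, 614 were also under 0.05 for gain, 375 for intake and 485 for the interaction, and ordinary least squares gave 655, 405 and 497. No feature had an adjusted p under 0.05 in any of these 3 contrasts by limma or by ordinary least squares, which had 1555, 877 and 1163 features at an unadjusted p under 0.05. Centring each array on its median turned the split for gain to 884 higher and 634 lower and that for the interaction to 725 and 424. Quantile normalization gave 744 higher and 705 lower for gain.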

From the genes nominally significant for quadrant differences, 654 genes were differentially expressed (*P* < 0.05) for gain; 404 for intake, and the 494 genes for their interaction (Supplemental Table 1).

### Validation with qRT-PCR

Differentially expressed genes (*n* = 13) were evaluated using qRT-PCR to validate the microarray data. Fold change expression data for microarray and qRT-PCR for each gene are presented in Table 3. 

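On the arrays, BAG3, a cochaperone of heat shock protein 70, averaged 10.93 ± 0.52 (SD, n = 4) in the low gain-low intake animals and 9.24 to 9.75 in the other groups. DNAJB1, a heat shock protein 40, averaged 14.03 ± 1.01 (SD, n = 4) in the low gain-low intake animals and 12.18 to 12.25 in the other groups. The low gain-low intake differences were 1.44 (standard error 0.31) for BAG3 and 1.81 (standard error 0.45) for DNAJB1, with limma adjusted p of 0.471 and 0.554. DNAJC5, another DnaJ protein, followed gain, with means of 10.62 and 10.61 in the high gain groups and 10.00 and 10.10 in the low gain groups. Its high minus low gain difference was 0.57 (standard error 0.16, exact permutation p = 0.00186). By the qRT-PCR of Table 3, DNAJC5 goes the other way and is higher in both low gain groups. The low gain-low intake group is highest by both methods for BAG3, DNAJB1, HSPH1 and SCN4B, but on the arrays alone for CREM and LPIN1. GBP7 is highest in the high gain-low intake group on the arrays alone. Over the 13 genes, all 52 array means of Table 3 were within 0.0005 of the group means of the deposited values. Beyond this reading of the printed means, the qRT-PCR values were not analysed here.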

Six genes were associated with phenotypic group; however, one of these displayed the opposite direction of the microarray data (*P* < 0.1). Seven of the genes were in high concordance with the microarray data (*r* > 0.85) and two more were in concordance with lower correlation (*r* > 0.5). The three genes with the most significant differences also had correlations between microarray and qRT-PCR of *R* ≥ 0.95.

**Table 3:** **qRT-PCR validation of genes (*n* = 13) identified by microarray analysis as differentially expressed in the spleen of beef steers with variation for feed intake and weight gain**.

	***PPAP2C***		***CREM***		***DNAJC5***		***BAG3***		***DNAJB1***	
	**qRT-PCR^a^**	**Microarray^b^**	**qRT-PCR**	**Microarray**	qRT-PCR^*^^c^	**Microarray**	qRT-PCR^**^^d^	**Microarray**	qRT-PCR^**^	**Microarray**
High gain-high intake	0.064	7.392	0.09	8.565	−0.0515	10.624	−0.145	9.749	0.524	12.184
High gain-low intake	−0.205	7.331	−0.0991	8.258	−0.0371	10.609	−0.312	9.474	0.563	12.210
Low gain-low intake	−0.331	7.106	−0.0142	9.270	0.0322	9.999	0.338	10.929	0.975	14.027
Low gain-high intake	−0.209	6.974	−0.0238	8.379	0.0441	10.097	−0.196	9.237	0.525	12.255
*SE*^e^	0.0152	0.0708	0.097	0.106	0.028	0.172	0.102	0.294	0.082	0.430
	***HADHB***		***SCN4B***		***GBP7***		***HSPH1***			
	**qRT-PCR**	**Microarray**	qRT-PCR^*^	**Microarray**	qRT-PCR^*^	**Microarray**	qRT-PCR^**^	**Microarray**		
High gain-high intake	−0.0211	11.741	−0.336	7.712	−0.102	9.982	−0.0486	12.823		
High gain-low intake	−0.055	11.333	−0.378	7.398	0.0171	11.177	−0.172	12.443		
Low gain-low intake	−0.0841	11.329	0.127	7.946	0.0443	10.324	0.409	15.450		
Low gain-high intake	−0.0789	11.371	−0.173	7.638	−0.00681	10.111	−0.175	12.164		
*SE*	0.053	0.0541	0.134	0.0613	0.0707	0.235	0.117	0.448		
	***KCNMA1***		***LPIN1***		***SIRT6***		***TSHZ2***			
	**qRT-PCR**	**Microarray**	**qRT-PCR**	**Microarray**	**qRT-PCR**	**Microarray**	**qRT-PCR**	**Microarray**		
High gain-high intake	0.15	7.806	−0.0992	9.393	0.11	9.313	0.102	9.651		
High gain-low intake	−0.0231	7.218	−0.118	9.310	0.0874	9.593	−0.0294	9.347		
Low gain-low intake	−0.0193	7.553	−0.121	10.114	0.0579	9.250	−0.0895	8.737		
Low gain-high intake	0.23	8.201	−0.0345	9.404	0.0931	9.500	0.0511	9.733		
*SE*	0.129	0.108	0.133	0.167	0.0862	0.0567	0.0673	0.117		

a *Log transformed 2^−ddCT^ values from qRT-PCR*.

b *Relative expression from microarray data log 2 transformed*.

c ^*^P ≤ 0.01.

d ^**^P ≤ 0.05.

e *Standard errors given for qRT-PCR and microarray analyses*.

### Gene ontology and pathway over-representation among DEG

The Panther statistical overrepresentation test for biological processes produced the following categories: Biological regulation, protein folding, cell communication, and RNA metabolic process (Table 4). 

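A list of 18 measured SR splicing factors and CLK kinases, which phosphorylate SR proteins, had a higher mean in the low gain-low intake animals than in the other groups. It had a mean of 13.68 ± 0.12 (SD, n = 4) in these animals and 13.21 to 13.39 in the other groups, a log2 difference of 0.39 (standard error 0.10). The exact permutation p was 0.0011 (adjusted over the lists p = 0.0305), and camera with an estimated correlation gave an adjusted p of 0.0388. Of the 18 genes, 17 were higher and 1 lower. 6 of them had an adjusted p under 0.05 when adjusted over the list alone, and 0 over all features. TRA2B was higher by 0.48 (standard error 0.11), SFRS7 by 0.73 (standard error 0.19), CLK1 by 0.89 (standard error 0.24) and CLK4 by 0.76 (standard error 0.20). All 4 low gain-low intake steers lay above the other 12 for TRA2B and CLK4. Of the splicing list, 10 genes are not in Supplemental Table 1. That table had been read when the list was fixed, so the list is not independent of it. The list call was lost with each array centred on its median (adjusted p = 0.0813). It was also lost without high gain-high intake steer 20123806 (difference 0.378, adjusted p = 0.120) or 20124206 (0.374, adjusted p = 0.0866) and without low gain-high intake steer 20123852 (0.383, adjusted p = 0.0561) or 20124257 (0.388, adjusted p = 0.0516). With 3 steers left in the low gain-low intake group, the smallest adjusted p that a list alone can reach is 0.0813, so only the difference can be read there. It was 0.336 without 20123593, 0.378 without 20123661, 0.425 without 20123915 and 0.416 without 20123850. Of 22 genes of cell proliferation, most of them acting in DNA replication and mitosis, the mean was lower by -0.20 (standard error 0.13, exact permutation p = 0.142), and by -0.119 without low gain-low intake steer 20123915.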

The IPA® software was used to determine which pathways were over-represented by the genes identified as DEG. The canonical pathways identified included unfolded protein response, protein ubiquitination, coagulation system, aldosterone signaling in epithelia cells, and endoplasmic reticulum stress pathway (Table 5).

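Of the 7 unfolded protein response genes of Table 5, 6 were higher and 1 lower in the low gain-low intake animals. Their mean was higher by 1.10 (standard error 0.17, exact permutation p = 0.000549). HSPA4, HSPA6, HSPA8 and HSPH1 among them are cytosolic heat shock genes, so this mean is not separate from that of the heat shock genes. INSIG1, a sterol sensor of the endoplasmic reticulum, was higher by 1.38 (standard error 0.38) and DDIT3, a transcription factor of the stress response, by 0.61 (standard error 0.16). The chaperones of the endoplasmic reticulum, which ATF6 and XBP1 induce in an unfolded protein response, had no common direction. Of 18 measured, 9 were higher and 9 lower, and the mean difference was 0.012 (standard error 0.13, exact permutation p = 0.918), with a range from -0.016 to 0.072 when each steer was left out. HERPUD1 among them was higher by 0.55 (standard error 0.19). Of the 6 coagulation genes of Table 5, 4 were higher and 2 lower in the low gain-low intake animals, with a mean difference of 0.37 (standard error 0.09). PLAUR, the urokinase receptor, was higher by 1.28 (standard error 0.33), F3, the tissue factor that starts coagulation, by 0.70 (standard error 0.20) and SERPINC1, an inhibitor of thrombin, by 0.64 (standard error 0.17), while F5 had a difference of -0.45 (standard error 0.13). Over a wider list of 32 coagulation genes, 19 were higher and 13 lower, with a mean difference of 0.13 (standard error 0.06, exact permutation p = 0.0467, adjusted over the lists p = 0.432). This wider list includes the 6 coagulation genes of Table 5, so it is not independent of the paper's choice. Of 20 measured protein ubiquitination genes of Table 5, 13 were higher and 7 lower, with a mean difference of 0.52 (standard error 0.11). They include HSPA4, HSPA6, HSPA8, HSPH1, HSP90AA1, DNAJA1, DNAJB1 and DNAJB4, so this mean also overlaps with the heat shock genes. The 31 proteasome subunits had a mean difference of -0.11 (standard error 0.07, exact permutation p = 0.161), and -0.050 without low gain-low intake steer 20123915. The genes of Table 5 were chosen by the paper on these animals, so their direction is not independent evidence.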

**Table 4:** **Functional gene clusters represented in the list of differentially expressed genes in the spleen of beef steers with gain and feed intake variation**.

**PANTHER GO-slim biological process^a^**	***B. taurus* ref^b^**	**Number of DEG^c^**	**Expected^d^**	**Fold enrichment^e^**	***P*-value**
Biological regulation	3868	169	141.9	1.19	7.27E-03
Regulation of biological process	2803	126	102.83	1.23	9.21E-03
Death	595	32	21.83	1.47	2.24E-02
Cell death	591	32	21.68	1.48	2.07E-02
Apoptotic process	577	32	21.17	1.51	1.54E-02
Negative regulation of apoptotic process	93	10	3.41	2.93	2.70E-03
Protein folding	154	14	5.65	2.48	2.05E-03
Cell communication	3113	134	114.2	1.17	2.64E-02
Immune system process	1477	68	54.18	1.25	3.32E-02
Neurological system process	1234	57	45.27	1.26	4.60E-02
Regulation of transcription from RNA polymerase II promoter	1137	53	41.71	1.27	4.65E-02
Response to stress	704	39	25.83	1.51	8.18E-03
RNA metabolic process	2109	92	77.37	1.19	4.72E-02
RNA splicing	137	11	5.03	2.19	1.39E-02
RNA splicing, via transesterification reactions	134	10	4.92	2.03	2.84E-02
Unclassified	7560	238	277.34	0.86	1.40E-03
Cellular component morphogenesis	462	10	16.95	0.59	4.84E-02
DNA replication	167	1	6.13	< 0.2	1.53E-02

a *Biological process enriched for in the list of DEG genes*.

b *Number of genes in the bos taurus genome that are included in the biological process*.

c *Number of DEG identified within the biological process*.

d *This is the number of genes that were expected based on the reference genes*.

e *Fold Enrichment of the genes observed in the list of DEG genes that is over the expected*.

**Table 5:** **Canonical pathways identified by Ingenuity pathway analysis from the genes differentially expressed in the spleen of beef steers with variation in feed intake and gain**.

**Name^a^**	***P***	**Gene symbols^b^**	**Number of DEG^c^**	**No. genes in pathway^d^**
Coagulation system	0.005	BDKRB2, F2, F3, F5, PLAUR, SERPINC1	6	33
Extrinsic prothrombin activation pathway	0.005	F2, F3, F5, SERPINC1	4	15
Protein ubiquitination pathway	0.005	DNAJA1, DNAJB1, DNAJB4, DNAJC5, DNAJC16, HSCB, HSP90AA1, HSPA4, HSPA6, HSPA8, HSPH1, PSMB10, PSMC5, PSMD7, SKP1, SUGT1, TRAF6, UBE2D3, UBE2N, UBE2Q1, USP30	21	235
Unfolded protein response	0.01	CEBPA, DDIT3, HSPA4, HSPA6, HSPA8, HSPH1, INSIG1	7	50
Aldosterone signaling in epithelial cells	0.02	DNAJA1, DNAJB1, DNAJB4, DNAJC5, DNAJC16, HSCB, HSP90AA1, HSPA4, HSPA6, HSPA8, HSPH1, PLCD1, SCNN1A	13	143

a *Canonical pathways over-represented from the list of 1,216 DEG identified in the spleen*.

b *List of genes represented in each pathway listed in HUGO gene symbol format*.

c *The number of genes from list of DEG from the spleen that are represented in each pathway*.

d *The total number of genes represented in each pathway*.

**Table 6:** **Biological processes and GO annotation identified as over-represented among copy number variation genes identified in the spleen of beef cattle with variation in feed intake and gain**.

**Biological process^a^**	**GO number^b^**	**Bos taurus ref^c^**	**Number of CNV genes**	**Expected^d^**	**Fold enrichment^e^**	***P*^f^**	**Genes^g^**
Response to interferon-gamma	GO:0034341	44	4	0.1	>5	0.0008	GBP2, GBP4, LOC781675, LOC781710
Antigen processing and presentation of peptide or polysaccharide antigen via mhc class ii	GO:0002504	36	3	0.08	>5	0.02	BOLA-DQB, BOLA-DQA2, BOLA-DQA5
Macrophage activation	GO:0042116	164	5	0.38	>5	0.009	DMBT1, GBP2, GBP4, LOC781675, LOC781710
Immune system process	GO:0002376	1477	12	3.42	3.8	0.005	BOLA-DQB, GIMAP4, GIMAP8, GIMAP7, LOC511617, DMBT1, BOLA-DQA2, BOLA-DQA5, GBP2, GBP4, LOC781675, LOC781710

a *Biological process enriched for in the list of CNV genes*.

b *Gene ontology annotation identification number*.

c *Number of genes in the bos taurus genome that are included in the biological process*.

d *This is the number of genes that are expected based on the reference genes*.

e *Fold Enrichment of the genes observed in the list of CNV genes compared to the number expected*.

f *Bonferroni corrected P-value*.

g *HUGO gene symbol representing CNV genes expressed in the spleen that are over-represented in each of the biological process categories*.

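The cytosolic heat shock chaperones and cochaperones gave the highest mean interaction among the gene lists not taken from the paper. The list includes all 12 protein folding genes that the paper chose on these animals, so it is not independent of that choice. The interaction of the list mean was 1.26 on the log2 scale (standard error 0.31), and 29 of the 30 measured genes had a positive and 1 a negative value. HSPH1 had an interaction of 3.67 (standard error 0.81, permutation p = 0.0073). The permutation p of the list was 0.00528 (adjusted over the lists p = 0.136), and camera with an estimated correlation gave an adjusted p of 0.0489. The permutation shuffled steers over all groups, so its null is no group difference at all, and it does not test the interaction alone. Of the 30 genes, 27 were also lower with high gain and 25 with high intake. The adjusted p of the list score came under 0.05 without low gain-low intake steer 20123661 (0.0240), 20123915 (0.0148) or 20123850 (0.0477). When adjusted over the list alone, 21 of the 30 genes had an adjusted p under 0.05, against 0 over all features.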

No genes were over-represented for biological processes for gain or intake; however, protein folding was over-represented among the genes differentially expressed the interaction of gain and intake (Bonferroni corrected *P* = 9.6 × 10^−4^). The genes included *BAG3, HSP90AA1, FKBP4, HSPA4, HSPA6, STIP1, DNAJB4, AHSA1, SUGT1, AHSA2, HSPA8*, and *HSPH1*.

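All 12 genes were higher in the low gain-low intake animals than in the mean of the other groups. Their mean difference was 1.26 (standard error 0.23, exact permutation p = 0.000549), and their mean interaction was 1.60 (standard error 0.40, permutation p = 0.00482). DNAJB4, a heat shock protein 40, was higher by 2.21 (standard error 0.41), HSPA6 by 1.31 (standard error 0.33) and HSPA4 by 1.14 (standard error 0.28), both of the heat shock protein 70 family. HSP90AA1, the inducible heat shock protein 90, was higher by 0.86 (standard error 0.24), and its cochaperones AHSA2, AHSA1, STIP1, FKBP4 and SUGT1 by 1.23, 1.07, 0.90, 0.84 and 0.75. HSPA8, the constitutive heat shock protein 70, was higher by 0.39 (standard error 0.13). For DNAJB4, HSPA4 and HSP90AA1 all 4 low gain-low intake steers lay above the other 12. Without low gain-low intake steer 20123593 the difference was 0.503 for HSP90AA1, 0.788 for AHSA2, 0.660 for AHSA1, 0.579 for STIP1 and 0.499 for FKBP4. The limma adjusted p of the 11 genes other than HSPH1 lay between 0.271 and 0.754. The paper chose the 12 genes on these animals, so their common direction is not independent evidence.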

### Copy number variation

A total of 60 CNV genes were identified as expressed in the spleen of the steers used in this study. GO enrichment analysis of these genes was conducted using PANTHER's statistical over-representation test with Bonferroni correction for multiple testing. Four biological process terms were over-represented in the expressed splenic CNV genes (Table 6). These were response to interferon-gamma, antigen processing, and presentation of peptide or polysaccharide antigen via MHC class II, macrophage activation, and immune system process. 

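Of the genes of Table 6, 9 could be measured here, and 8 of them were lower and 1 higher in the 8 high intake than in the 8 low intake animals. Their mean high minus low intake difference was -0.82 (standard error 0.19, exact permutation p = 0.0014). Most of this mean came from BOLA-DQB and from BOLA-DQA5, a partner chain of the class II DQ molecules, which had a difference of -1.91 (standard error 0.66, limma adjusted p = 1). GIMAP8, a GTPase of lymphocytes, had a difference of -0.20 (standard error 0.14, exact permutation p = 0.211). The CNV calls came from other animals and the UPC expression calls from the raw array signals, and neither step was repeated here.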

One of the genes associated with the antigen processing/presentation biological process was BOLA-DQB. This gene was identified as both a CNV gene and a DEG. 

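BOLA-DQB, a beta chain of the class II DQ molecules, took values at separate levels in the 16 steers. It was at 13.6 to 14.6 in 5 steers and at 8.05 to 9.21 in the other 11, with a gap of 4.43 between them on the log2 scale. The 5 steers at the higher level were 3 of the 4 high gain-low intake and 2 of the 4 low gain-low intake animals. None of the 8 high intake animals was at the higher level. The 5 highest values of BOLA-DQA5, 8.21 to 11.15, were in the same 5 steers, and its other values ran from 5.83 to 7.05.

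**Figure D1:**
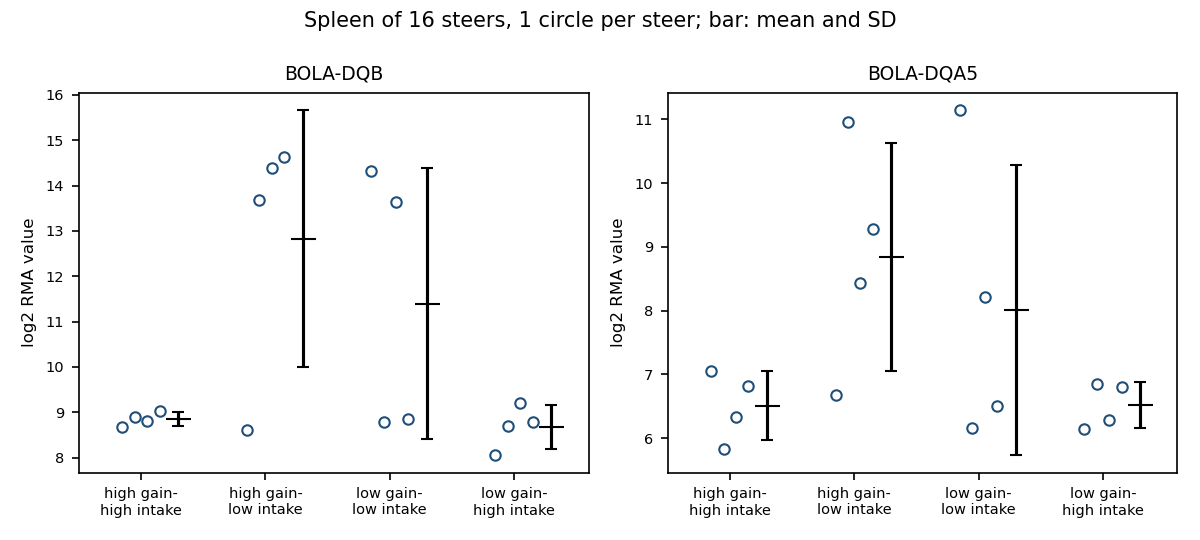
Log2 RMA value of BOLA-DQB and BOLA-DQA5 in each of the 16 steers (circles), by group, with the mean and SD of each group (bars). For BOLA-DQB, steers of the high gain-low intake and low gain-low intake groups lie at separate levels and all 8 high intake steers lie at the lower one.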

The CNV genes GBP2, GBP4, and LOC781675 (or GBP7) were associated with the other three biological process terms. The GBP7 gene and the related family member gene, GBP6, were identified as DEG by microarray. 

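The interferon gamma response genes, to which the guanylate binding proteins belong, had their highest mean in the high gain-low intake animals. Of 17 measured genes, all 17 were higher in this group than in the mean of the others, and the mean difference was 0.60 (standard error 0.16, exact permutation p = 0.00275, adjusted over the lists p = 0.102). The adjusted p was 0.0407 with each array centred on its median, and 0.0374 without high gain-high intake steer 20123806 or low gain-high intake steer 20124211. When adjusted over the list alone 5 of them had an adjusted p under 0.05, and 0 over all features. Camera with an estimated correlation gave an adjusted p of 0.0979 for the list. PSMB10, a subunit of the immunoproteasome, was higher by 0.88 (standard error 0.24) and CXCL10, a chemokine induced by interferon gamma, by 1.87 (standard error 0.54). The 6 measured guanylate binding proteins were higher by 0.67 (standard error 0.26, exact permutation p = 0.00934, adjusted over the lists p = 0.173). GBP4 was higher by 0.91 (standard error 0.55), which came from high gain-low intake steer 20123591 at 12.08. Without it the difference was -0.085. This steer also stood apart in the type I interferon response, where 15 genes had a mean difference of 1.12 (standard error 0.68, exact permutation p = 0.0863) that was 0.020 without it. Without the same steer the difference was 0.426 for the interferon gamma response genes, 0.335 for the guanylate binding proteins and 1.07 for CXCL10.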

The CNV region encompassing GBP2, GBP4, and GBP7 was located at Chr3:54364565-54608154, and GBP6 is located slightly 3′ to the same CNV region.

## Discussion

The spleen is a major reservoir for immune cells and may be important for cattle that are routinely exposed to normal, environmental pathogens, especially in a feedlot setting where animals are in close proximity to each other. We previously identified immune and inflammatory response genes associated with specific feed intake and gain phenotypes in the rumen and small intestine. As a result, the purpose of this study was to evaluate the spleen in cattle with divergent feed intake and gain to determine whether DEG in this tissue might also have a role in these phenotypes.

We chose to use crossbred cattle for our study in order to detect DEG that are robust and involved in feed intake and gain across multiple breeds and populations of cattle. The cattle in this population include 16 breeds and 4 animals per phenotypic group were selected, thus it was not possible to attain equivalent breed diversity across all groups of cattle in order to select those animals with the most divergent phenotypes. We have attempted to address breed composition within each group of animals by ascertaining that breeds were not over-represented. Many of the breeds were represented in more than one of the phenotyping allocations sampled or they were represented in relatively low percentages of composition to help reduce hidden breed effects.

By chance, we expected to identify 1220 genes (α = 0.05 and 24,431 genes). Our analysis produced 1217 differentially expressed genes from the four phenotypic groups, of which none passed FDR, and suggests that our DEG were based on chance alone. 

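Neither HSPH1 nor any other gene passed an adjusted p of 0.05 in the limma F test over the 16 steers, which counted 1168 features at an unadjusted p under 0.05 (1219 by ordinary least squares, also with 0 adjusted). Over 24997 features, 1250 would have an unadjusted p under 0.05 by chance. In data simulated with the spread of these arrays, 100 features were made higher by 1 and 100 by 2 in the low gain-low intake group. At an adjusted p under 0.05, this group against the rest found 60 and 98 of them, and the F test 49 and 92. The noise was drawn independently for each feature and all shifted features lay above the median level. These shares therefore need not hold for the real arrays.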

To evaluate this further, we tested the expression of 13 genes using qRT-PCR. Nine of the 13 genes chosen for qRT-PCR produced the similar patterns of expression among the 4 phenotypic groups of cattle and the expression of six genes were significantly associated with phenotype at *P* < 0.1 by qRT-PCR. Then we examined the list of DEG for overrepresentation or enrichment using gene function and pathway analyses. Some of the DEG were grouped into pathways and functional gene clusters providing additional support for their potential role in cattle production traits. A CNV analysis of genes expressed in the spleen also produced some overlap with the DEG identified in this study. Moreover, some of the genes identified as differentially expressed in the spleen of the animals in this study were also identified in the rumen of steers with the similar gain and intake phenotypes, but collected during a different year (Kern et al., 2016) and/or the sections of small intestine of these animals (Lindholm-Perry et al., 2016). For example, a major histocompatibility class II gene (BOLA-DQB) was more highly expressed the low intake animals in the small intestine and the spleen tissues.

Immune response and/or antigen processing/presentation pathways were over-represented in almost every analysis that we performed, including the CNV analysis. Antigen processing/presenting was over-represented, in part, due to the expression of the BOLA-DQB gene which was more highly expressed in the low intake animals. 

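BOLA-DQB averaged 12.83 ± 2.84 (SD, n = 4) in the high gain-low intake and 11.40 ± 3.00 (SD, n = 4) in the low gain-low intake animals. It averaged 8.85 ± 0.15 (SD, n = 4) in the high gain-high intake and 8.68 ± 0.48 (SD, n = 4) in the low gain-high intake animals. The high minus low intake difference was -3.35 (standard error 0.93, limma adjusted p = 1, exact permutation p = 0.0157). The list of 15 genes of MHC class II and its assembly had a difference of -0.49 (standard error 0.19, exact permutation p = 0.0154, adjusted over the lists p = 0.569), with 13 genes lower and 2 higher at high intake. Without the DQ genes, the other 11 genes were higher in the low intake animals by 0.055 (standard error 0.12), with an exact permutation p of 0.634.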

The expression of major histocompatibility (MHC) class II genes BOLA-DQB may be regulated in part by cytokines (Boss, 1997). 

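BOLA-DQB was higher in the high gain-low intake than in the high gain-high intake animals by 3.98 (standard error 1.42, exact permutation p = 0.143), and than in the low gain-high intake animals by 4.15 (standard error 1.44, exact permutation p = 0.114). The smallest exact p that 4 steers against 4 allow is 0.0286. The mean of the class II list was higher by 0.47 (standard error 0.27) against the high gain-high intake and by 0.60 (standard error 0.22) against the low gain-high intake animals. Without the DQ genes, these differences were 0.0034 (standard error 0.20) and 0.039 (standard error 0.13).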

MHC class II present peptide antigens to T-cells to illicit immune responses and these genes are more highly expressed in the high gain-low intake animals than in the high gain-high intake and low gain-high intake LH animals. This same pattern of expression was detected in these animals in the small intestine suggesting that the increase in the expression of these immune genes may contribute to a more favorable feed utilization phenotype.

Response to interferon gamma and immune system response were also both identified by the CNV analysis. One CNV region spans the genes GBP2, GBP4, and GBP7. The genes GBP6 and GBP7 were both identified as differentially expressed in this study. The guanylate binding protein (GBP) family has been shown to respond to interferon gamma (Vestal and Jeyaratnam, 2011). These proteins may be important for resistance to pathogens. Degrandi et al. (2007) identified murine GBP1, 2, 3, 6, 7, and 9 expressed around the parasitophorous vacuole generated by the invasion of cells by *Toxoplasma gondii*. Another member of the GBP family of proteins, GBP1 appears to be involved in antiviral activities and GBP1 and 2 inhibit the growth of Chlamydia (Vestal and Jeyaratnam, 2011); thus, it is possible that GBP6 and 7 may have related antiviral or microbial inhibition functions. 

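GBP6 averaged 8.58 ± 0.56 (SD, n = 4) in the high gain-high intake and 8.91 ± 0.30 in the high gain-low intake animals, against 8.15 ± 0.20 in the low gain-low intake and 7.71 ± 0.23 in the low gain-high intake animals. The high minus low gain difference was 0.82 (standard error 0.17, limma adjusted p = 0.664, exact permutation p = 0.0014). The interferon gamma response list was higher with high gain by 0.38 (standard error 0.14, exact permutation p = 0.0256, adjusted over the lists p = 0.523), with 16 of 17 genes higher.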

GBP6 was expressed at higher levels in the high gain compared to the low gaining animals in this study. The GBP7 gene was more highly expressed in the high gain-low intake animals compared to the other three groups (Supplemental Table 1). These functions and dosages of these genes may allow cattle to better respond to normal exposure to pathogens, either more quickly, or more efficiently, which in turn allows them to utilize energy to promote growth rather than to mount more energetically expensive immune responses.

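GBP7 averaged 11.18 ± 0.45 (SD, n = 4) in the high gain-low intake animals and between 9.98 and 10.32 in the other groups. This was higher than the other groups by 1.04 (standard error 0.25, limma adjusted p = 0.758, exact permutation p = 0.0011), and 3 of the 4 high gain-low intake steers lay above all 12 others. By the paper's qRT-PCR, GBP7 was not highest in this group.

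**Figure D2:**
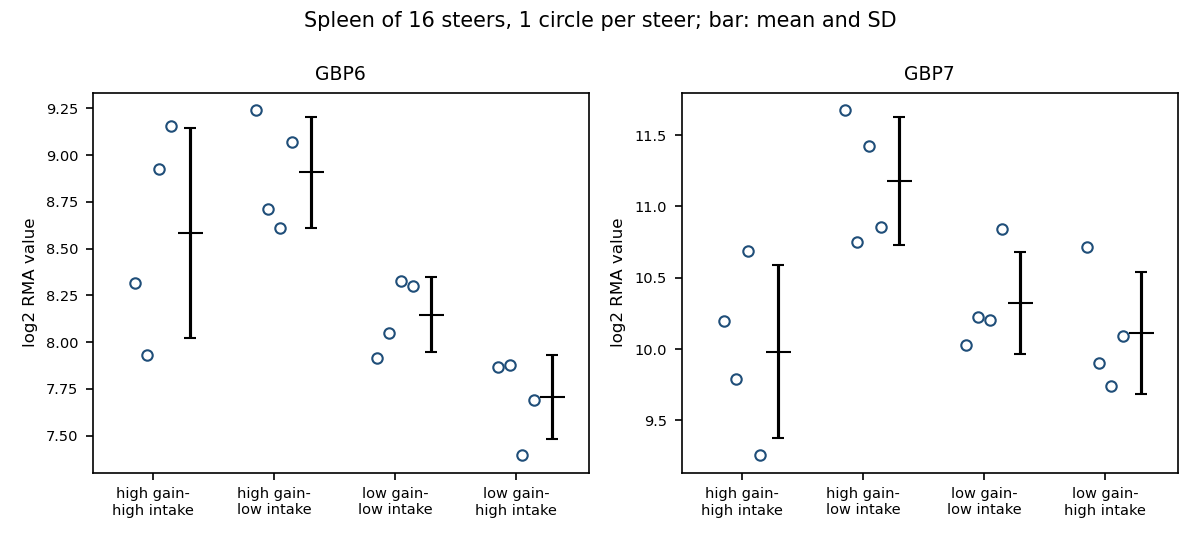
Log2 RMA value of GBP6 and GBP7 in each of the 16 steers (circles), by group, with the mean and SD of each group (bars). GBP6 is higher in both high gain groups, and GBP7 is highest in the high gain-low intake group.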

We have identified a strong stress gene response in the spleen of the low gain-low intake animals compared to all other groups. In addition, the biological process protein folding was also identified as over-represented for gain by intake interactions, due to the expression of many of the same stress response genes. 

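The list of cytosolic heat shock chaperones had a higher mean in the spleen of the low gain-low intake animals. Its 30 measured genes were listed as targets of the heat shock transcription factors, whose activity was not measured. The list mean was 12.53 ± 0.49 (SD, n = 4) in these animals. It was 11.74 ± 0.33 in the high gain-high intake, 11.50 ± 0.20 in the high gain-low intake and 11.51 ± 0.08 in the low gain-high intake animals. The log2 difference was 0.95 (standard error 0.18), and 29 of the 30 genes were higher and 1 lower. The list includes all 12 protein folding genes that the paper chose on these animals, so it is not independent of that choice. When adjusted over the list alone 19 genes had an adjusted p under 0.05, and 0 over all features. The 11 mitochondrial chaperones had a mean difference of 0.067 (standard error 0.06, exact permutation p = 0.32), which was -0.0011 without low gain-low intake steer 20123593 and 0.138 without 20123915. HSPE1 among them was higher by 0.70 (standard error 0.28), and by 0.36 without low gain-low intake steer 20123593. The exact permutation p of the heat shock list was 0.00165 (adjusted over the lists p = 0.0305), and camera with an estimated correlation gave an adjusted p of 0.0258. The adjusted p was 0.061 with each array centred on its median. The call was also lost without high gain-high intake steer 20123806 (difference 0.934, adjusted p = 0.0729) and low gain-high intake steer 20123852 (0.935, adjusted p = 0.0561). With 3 steers left in the low gain-low intake group there are 455 arrangements, and the smallest exact p, 0.0022, is 0.0813 after adjustment over the lists when a list alone reaches it, so only the difference can be read there. It was 0.749 without 20123593, 1.10 without 20123661, 1.06 without 20123915 and 0.878 without 20123850. From the higher expression of several heat shock genes in this group, the paper proposes that these steers seem to be either experiencing or possibly reacting to some form of stress differently than the other groups.

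**Figure D3:**
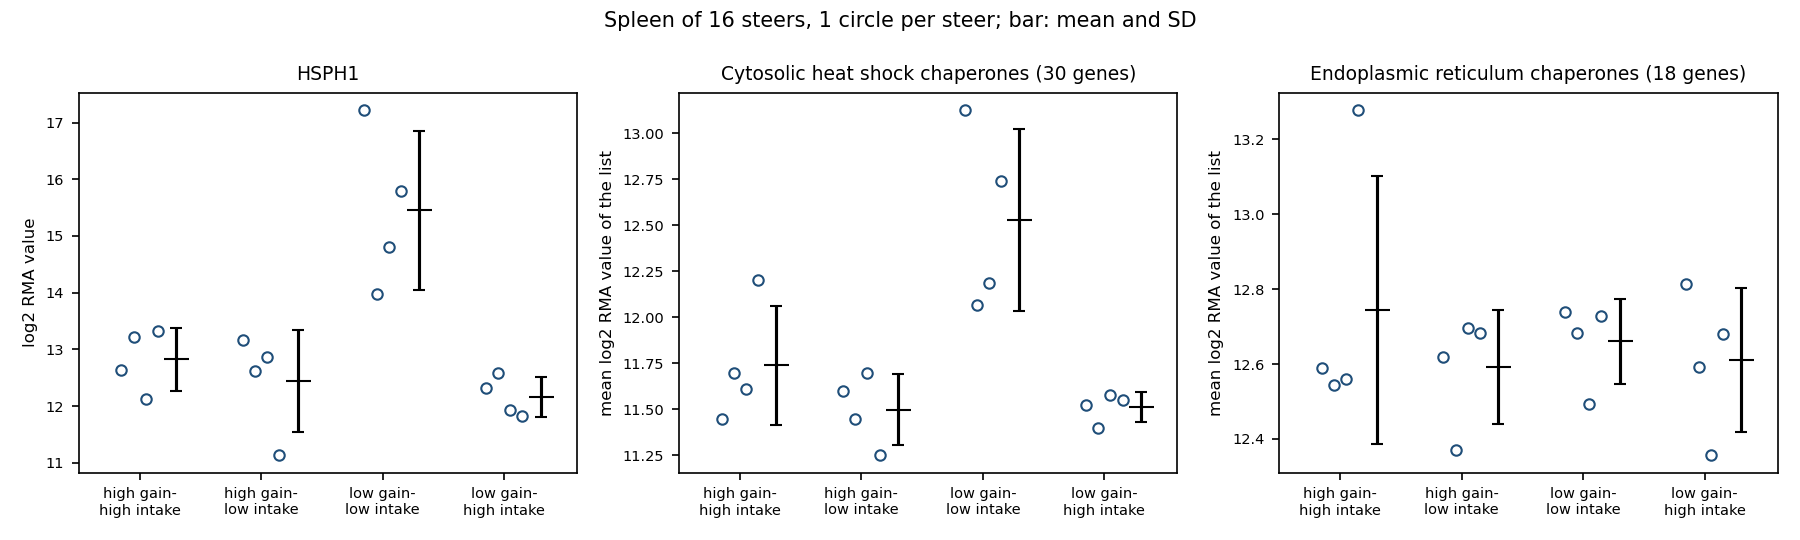
Log2 RMA value of HSPH1 and mean log2 RMA value of 30 cytosolic heat shock genes and of 18 chaperones of the endoplasmic reticulum in each of the 16 steers (circles), by group, with the mean and SD of each group (bars). HSPH1 lies between 13.97 and 17.23 in the low gain-low intake steers and between 11.13 and 13.32 in the others, and the chaperones of the endoplasmic reticulum show no such separation.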

The genes HSP1A1, HSPA5 (Hsp70 family members), HSPH1 (an Hsp105kDa/110kDa protein 1 gene), and several DnaJ, also known as Hsp40 homolog genes, were up-regulated in the LL animals. This was also a pattern detected in these same animals along the small intestine (Lindholm-Perry et al., 2016). These genes tend to become over-expressed after exposure to stress, which may include extreme temperature, infection, inflammation, or oxidative stress (Santoro, 2000). 

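HSPA1A, the inducible heat shock protein 70 and here taken to be the paper's HSP1A1, averaged 16.95 ± 0.57 (SD, n = 4) in the low gain-low intake animals and 14.53 to 15.25 in the other groups. The log2 difference was 2.11 (standard error 0.46, limma adjusted p = 0.471, exact permutation p = 0.0011). The array holds a pair of clusters for this gene with identical values, so it cannot be told from a near-identical copy. Of 42 measured DnaJ genes, 25 were higher and 17 lower in the low gain-low intake animals, with a median difference of 0.039. At an unadjusted p under 0.05 from limma, 5 were higher and 2 lower, and 0 passed an adjusted p of 0.05. DNAJA4 was higher by 1.52 (standard error 0.29), DNAJA1 by 0.95 and 1.08 in its separate clusters, and DNAJC16 had a difference of -0.39 (standard error 0.11).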

With the up-regulation of multiple heat shock proteins within the LL group of animals, it seems that these steers are either experiencing or possibly reacting to some form of stress differently than the other groups. This evidence may also support the theory that animals in different gain and intake categories may have higher oxidative stress, which has been shown as a potential factor affecting feed efficiency in swine and cattle (Chen et al., 2011; Grubbs et al., 2013; Tizioto et al., 2015). 

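The targets of NRF2, a transcription factor of the response to oxidative stress, had a mean difference of 0.044 (standard error 0.11, exact permutation p = 0.705) between the low gain-low intake animals and the others over 14 measured genes. The 12 measured antioxidant enzymes had a mean difference of 0.026 (standard error 0.14, exact permutation p = 0.844) and a median of the other sign, with 5 higher and 7 lower. With each steer left out, the difference ranged from -0.058 to 0.104 for the NRF2 targets and from -0.029 to 0.082 for the antioxidant enzymes. SOD1, the cytosolic superoxide dismutase, was higher by 0.49 (standard error 0.19), or 0.305 without low gain-low intake steer 20123850, in one of its clusters and by 0.16 (standard error 0.17) in the other. None of these differences passed the test.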

Some types of Hsp genes within the spleen cells may be particularly reactive to stress events. Both cultured mouse spleen cells and the spleen cells of mice exposed to high temperature displayed increased levels of Hsp70 (Wieten et al., 2010), and both Hsp40 and Hsp70, among others, were increased in spleen of chickens exposed to arsenic (Guo et al., 2015). 

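No other list of stress response genes passed the test over the lists in the low gain-low intake animals. The 26 immediate early genes, transcription factors and signaling genes that cells induce within minutes of a stimulus, had a mean difference of 0.71 (standard error 0.33, exact permutation p = 0.0286, adjusted over the lists p = 0.352), with 24 genes higher and 2 lower. 6 of them had an adjusted p under 0.05 when adjusted over the list alone, and 0 over all features. Among them, ATF3 was higher by 1.38 (standard error 0.33) and GEM by 1.39 (standard error 0.37). Without low gain-low intake steer 20123850 the difference of the list was 0.411. The mean difference was 0.13 (standard error 0.08, exact permutation p = 0.11) for 15 targets of ATF4 in the integrated stress response, 0.32 (standard error 0.20, exact permutation p = 0.162) for 12 genes of the glucocorticoid response, 0.13 (standard error 0.08, exact permutation p = 0.148) for 15 genes of the hypoxia response and 0.33 (standard error 0.22, exact permutation p = 0.128) for 13 inflammatory cytokines and chemokines. In the same order, 7, 9, 11 and 8 genes were higher and 8, 3, 4 and 5 lower, and the median of the ATF4 targets had the other sign. Without steer 20123850 the difference was 0.077 for the ATF4 targets, 0.196 for the glucocorticoid response and 0.160 for the inflammatory genes.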

We cannot be sure what type of stressor event or whether the stress is internal (i.e., behavioral) or external, that might be affecting our population of animals, but it appears that the low gain-low intake animals have different biological stress responses than the other gain × intake groups that would have been exposed to the same external stress events.

Lipid metabolism was identified by IPA as an over-represented cellular or molecular function in DEG. Some of the DEG associated with this function were: *LPIN1, ELOVL5, PTGS2, SIRT6*, and *PPAP2C*. 

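PTGS2, an enzyme of prostaglandin synthesis, was higher in the low gain-low intake animals by 2.12 (standard error 0.58, exact permutation p = 0.00549). Its 4 values in these animals were spread from 8.10 to 12.53, and 2 of them lay above all other steers. Without steer 20123850 the difference was 1.35. ELOVL5, a fatty acid elongase, had an interaction of 1.22 (standard error 0.38, permutation p = 0.0107), and SIRT6, a deacetylase, had an interaction of -0.53 (standard error 0.15). ELOVL5 averaged 11.21 in the high gain-high intake and 10.93 in the low gain-low intake animals, against 10.61 and 10.31 in the high gain-low intake and low gain-high intake animals. SIRT6 averaged 9.31 and 9.25 in the high gain-high intake and low gain-low intake animals, against 9.59 and 9.50. The mean of the 5 genes had a low gain-low intake difference of 0.55 (standard error 0.17, exact permutation p = 0.00659), with 3 higher and 2 lower, and 0.345 without that steer. The p was 0.202 by camera with an estimated correlation, 0.0802 with the preset one, 0.129 by fry and 0.198 by exact permutation of scores scaled to an SD of 1, so the call rests on the unscaled score. They were named by the paper on these animals and are not independent evidence. Over lists not taken from the paper, the mean difference was -0.054 (standard error 0.08) for 14 genes of triglyceride synthesis, LPIN1 and PPAP2C among them. It was -0.060 (standard error 0.07) for 16 genes of beta oxidation. For 11 genes of sterol synthesis it was 0.025 (standard error 0.10), with 3 higher and 8 lower. With each steer left out, these ranged from -0.0875 to -0.0244, from -0.0808 to -0.0252 and from -0.0090 to 0.063.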

*Lipin 1* and *PPAP2C* are enzymes that function in the synthesis or concentration of long chain fatty acids and also in the triglyceride (TG) pathway. In humans and mice these genes are expressed in the spleen, and it may be of interest to evaluate them further. In humans, high triglyceride levels as a result of diabetes or obesity can cause splenomegaly, which can accompany weight loss. 

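LPIN1 averaged 10.11 ± 0.45 (SD, n = 4) in the low gain-low intake animals and between 9.31 and 9.40 in the other groups. The log2 difference was 0.75 (standard error 0.18, limma adjusted p = 0.554, exact permutation p = 0.00165), and 3 of the 4 steers lay above all 12 others. By the paper's qRT-PCR, LPIN1 was not highest in this group. PPAP2C, a phosphatidic acid phosphatase, averaged 7.39 and 7.33 in the high gain groups and 7.11 and 6.97 in the low gain groups. Its high minus low gain difference was 0.32 (standard error 0.09, limma adjusted p = 0.735), and its exact permutation p was 0.000155, the smallest that 8 of 16 steers allow. PPAP2C is dim on these arrays, near the lower quartile of all values at 7.03. By the paper's qRT-PCR, the high gain-low intake and low gain-high intake animals had nearly the same PPAP2C mean. Over 14 genes of triglyceride synthesis the high minus low gain difference was 0.098 (standard error 0.07, exact permutation p = 0.161), with 8 higher and 6 lower, and it was 0.0613 without high gain-high intake steer 20124206.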

We detected LPIN1 as most highly expressed in the low gain-low intake animals and PPAP2C with decreased expression among the low gaining animals. While it is doubtful that our cattle are suffering from a disorder, it may be possible that, as in humans, regulation of triglyceride content is involved with gain.

Genes that are part of the aldosterone signaling pathway were identified by IPA as over-represented due to the heat shock genes and DNAJ genes up-regulated among the low gain-low intake animals compared to the other groups. 

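Of the 13 aldosterone signaling genes of Table 5, 11 were higher and 2 lower in the low gain-low intake animals. The 2 lower genes were DNAJC5 and DNAJC16. Their mean difference was 0.87 (standard error 0.15, exact permutation p = 0.000549), and most of the 13 genes are heat shock proteins chosen by the paper on these animals. A further list held genes that aldosterone regulates or acts through in epithelia, such as sodium channel subunits, SGK1 and the mineralocorticoid receptor. Of these, 10 were measured, and SCNN1A among them is also a gene of Table 5. Their mean difference was 0.085 (standard error 0.09, exact permutation p = 0.308). It was 0.0152 without low gain-low intake steer 20123850, 0.140 without low gain-low intake steer 20123661 and 0.0513 without low gain-high intake steer 20123852.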

Aldosterone is secreted by the adrenal gland and plays a critical role in electrolyte and fluid homeostasis, which are regulators of blood pressure. While we cannot explain what function this pathway may have in the spleen as a component of feed intake and gain traits in cattle, it is of interest that genes within this pathway were also identified as over-represented in a recent GWAS for feed conversion ratio in cattle (Santana et al., 2014).

In summary, we have detected DEG and pathways within the spleen that appear to be associated with an animal's feed intake and gain phenotype. While it may not be surprising that immune response genes were identified within the spleen due to its function as a lymphoid organ, it may be important to note that MHC class II genes were also identified as differentially expressed in the rumen and small intestine of different animals with feed and intake phenotypes. Another class of genes, involved in stress response, was also identified in the small intestine (Lindholm-Perry et al., 2016) indicating that these functions may represent a contribution to these phenotypes by several organs. The genes involved in lipid metabolism and the potential role of the GBP genes as CNV appear to be unique to the spleen. It will be of interest to evaluate these genes in other populations of cattle with similar phenotypes to confirm whether they maintain an association with feed intake or gain.

## Author note

Mention of trade name proprietary product or specified equipment does not constitute a guarantee or warranty by the USDA and does not imply approval to the exclusion of other products that may be suitable. USDA is an equal opportunity provider and employer.

## Author contributions

AL Designed experiments, analyzed data, and drafted the manuscript; RK Performed tissue collections, microarray experiments, microarray QC; BK, WS Conceived and designed CNV analyses; LK Performed gene differential expression analysis; HF Performed animal phenotyping and analyses for animal selection, collected samples. All authors made significant contributions drafting and editing the manuscript.

### Conflict of interest statement

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest. The reviewer FL and handling Editor declared their shared affiliation, and the handling Editor states that the process nevertheless met the standards of a fair and objective review.

How the deposited data were processed for this re-analysis (not part of the article)

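RNA from the spleen of 16 steers, 4 in each group of gain and intake after an 84-day feeding trial, was measured on Affymetrix Bovine 1.1 ST arrays, with 1 array per steer. The authors applied GC content normalization and SST to the probe signals in Affymetrix Expression Console and then RMA, which corrects the background, normalizes the arrays between each other and summarises each transcript cluster, and deposited 1 log2 value per cluster and steer. The submitters' processing notes also name Transcriptome Analysis Console. Versions of these programs are not given in the sources used here. The steers were grouped by the phenotype that the sample labels and the paper give. Each steer is a separate animal.

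Of the 26773 features deposited, 1776 with an ID below 12678162, the first annotated one, were left out, and 0 of these are in Supplemental Table 1. Of the 24997 features tested, 18790 had 1 gene symbol in the platform annotation, 385 had several and 5822 were not listed there. A further 230 were named through Supplemental Table 1 only. Of the symbols, 18003 matched a gene of the current RefSeq table and 787 did not. The platform annotation named no gene from a cluster with several symbols. Names taken from Supplemental Table 1 were not checked for this. No further normalization was applied. The deposited log2 values were fitted with lmFit and eBayes of limma 3.58.1 in R 4.3.3, with 4 group means and no other term, and adjusted by Benjamini-Hochberg over all 24997 features. An F test with 3 degrees of freedom and 7 contrasts were taken from the same fit. The F test and the contrasts for gain, intake and interaction follow the paper's model. The paper's test did not moderate the variances and was adjusted over a different number of genes. Each group was also set against the mean of the other 3 group means.

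For single genes, the contrast was tested by a two-sided exact permutation test over the steers. Steers were shuffled over all groups, so the null is no group difference at all, also for gain, intake and the interaction. There are 1820 ways to choose 4 of 16 steers (smallest p 0.000549) and 12870 ways to choose 8 (smallest p 0.000155). The F statistic was tested with 100000 resamples. Of 558 different genes on 37 gene lists, 520 were found. The lists were fixed before the deposited values were examined, but after Supplemental Table 1 and Table 3 had been read. They cover heat shock, mitochondrial and endoplasmic reticulum chaperones, the integrated stress, immediate early, oxidative stress, glucocorticoid and hypoxia responses, antioxidant enzymes, inflammatory cytokines, interferon responses, MHC class I and II, guanylate binding proteins, markers of the cell types of spleen and of neighbouring tissues, proliferation, coagulation, lipid metabolism, proteasome, splicing and aldosterone response. A list was scored per steer as the mean log2 value of its genes, with clusters of a gene averaged first, so that the steer is the replicate. The p of the list scores was adjusted over the 37 lists within each contrast. Another 7 lists hold genes the paper names, which it chose on these animals, and were tested apart. Several of the 37 lists also include such genes and are not independent of that choice. The tables read beforehand hold group means of these animals, so no list was chosen blind to them. Camera with its preset correlation of 0.01 and with an estimated correlation, and fry, were run beside the list scores. Named genes are every gene that the text or Tables 3, 5 and 6 of the paper name and the annotation finds, the 10 features with 1 gene symbol and the smallest F p, for gain, intake, interaction and low gain-low intake against the rest the 5 with the smallest p in each direction among those above the median level, and up to 4 members with the smallest p of each list described. Not every gene named by this rule is printed. Genes named by their p here or chosen by the paper were picked on these same animals. Their permutation p and separation are therefore not independent evidence. The values of Supplemental Table 1 and Table 3 had been read when the rule was written.

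The fit was tested on simulated data with the spread of these arrays. For the low gain-low intake group against the rest, 60 of 100 features shifted by 1 and 98 of 100 shifted by 2 on the log2 scale were found at an adjusted p under 0.05. The F test found 49 and 92. Both sets of features were in the same simulated data, where the contrast called 8 unchanged features. The noise was drawn independently for each feature and all shifted features lay above the median level, so these shares need not hold for the real arrays. The share of unchanged features under an unadjusted p of 0.05 was 0.0463. For the list scores, 5.4% of 1000 simulated scores without a shift had an exact p under 0.05 for this group and 89.9% of those shifted by 2 SD. The alternatives were an intensity trend with robust moderation, ordinary least squares, array weights, quantile normalization, centring each array on its median, filters at the lower quartile and the median level, only features with 1 gene symbol, scaled list scores, camera, fry, and each steer left out in turn. Added after the data were seen were all 26773 features, by limma and by ordinary least squares, and 4 lists scored without the genes of Supplemental Table 1. The precision is limited by the number of arrays. The qRT-PCR values, the exome sequences and the UPC expression calls were not analysed here, and PANTHER and IPA were not run. Tables were made with Python 3.11.15, numpy 2.4.6 and pandas 2.3.3, and figures with matplotlib 3.10.9. Data tables were read in R with data.table 1.17.8.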

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

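The test of a haplotype variant for BOLA-DQB was chosen after the values were seen, and the test of the other class II genes before. In a group of 4 steers, the gap between the highest or lowest steer and its neighbour, as a share of the group's range, was examined for each gene and list described, and values above Dixon's critical value are given here. Of 452 groups, 39 exceeded it, where chance gives about 23, or 1 in 20.

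High gain-low intake steer 20123591 stood out in 7 groups. Its mean over 15 type I interferon response genes was 14.76 against 10.12 to 10.73 in the other 3 steers of its group (share 0.868). Its values were also apart for IFIT2 (0.837) and GBP4 (0.914), which respond to interferon, and INSIG1 (0.889), all highest, and for macrophage markers (0.883), erythroid markers (0.909) and LOC100139916 (0.841), all lowest. High gain-high intake steer 20124206 had the highest value of its group for endoplasmic reticulum chaperones (0.940), NRF2 targets (0.862), liver markers (0.883), protein ubiquitination genes of Table 5 (0.922), AHSA1 (0.855) and CPT2 (0.839). Low gain-low intake steer 20123661 had a mean of 11.73 over 14 neutrophil markers, against 7.85 to 7.99 in the other 3 steers (0.965). It was also highest for guanylate binding proteins (0.934) and erythroid markers (0.836), and lowest for coagulation genes (0.873). Of the other low gain-low intake steers, 20123593 was highest for HSP90AA1 (0.836) and lowest for SCN4B (0.890), 20123915 was lowest for MHC class I genes (0.899), and 20123850 was highest for HADHB (0.858). Of the other high gain-low intake steers, 20123812 was lowest for DNAJB4 (0.903), AHSA2 (0.905) and protein ubiquitination genes (0.859), 20123611 was highest for SLC5A3 (0.977) and GPR135 (0.866), and 20123891 was highest for DDIT3 (0.926). Of the other high gain-high intake steers, 20123616 was highest for SOD1 (0.933) and lowest for PTGS2 (0.901), 20123806 was highest for IFIT2 (0.945) and lowest for GPR135 (0.883), and 20123841 was highest for AHSA2 (0.834). Of the low gain-high intake steers, 20123852 was lowest for protein ubiquitination genes (0.927), AHSA1 (0.902) and proteasome subunits (0.892), 20123636 was lowest for MHC class II genes (0.914) and highest for HADHB (0.928), and 20124257 was lowest for CLK4 (0.893).

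High gain-low intake steer 20123891 was lowest for BOLA-DQB, at a share of 0.840, because the gene takes separate levels across the 16 steers. The largest gap between neighbouring steers was 0.673 of the whole range, and both levels occur within the high gain-low intake and the low gain-low intake groups. This fits a haplotype or copy number that the probes of the array match in some steers and not in others, a candidate explanation that was not tested on DNA. A rise of the MHC class II genes as a whole is argued against, since the 11 class II genes outside DQ were higher in the low intake animals by only 0.0548 (standard error 0.124), far below the difference in BOLA-DQB. An effect of feed intake on the DQ genes stays open as untested. The breed composition differs between the groups in the paper's Table 1, so breed and group cannot be separated here, and the breed of each steer is not given in the sources used here.

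The SR splicing factors and CLK kinases were higher in the low gain-low intake animals by 0.389, which the paper does not discuss, although RNA splicing is among the categories of its Table 4.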

How the results depend on the processing

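All features with their lower IDs and the scores without the genes of Supplemental Table 1 were added after the data were seen, and the other alternatives were set before. Over 70 genes, 681 of 684 values under the alternatives kept their direction and their side of the threshold and 3 came under it, and 1109 of 1120 did with each steer left out, where 10 came under it and 1, GBP4, reversed. The direction of GBP4 in the high gain-low intake animals rests on steer 20123591, and its difference ranged from -0.085 to 1.29. Over 54 list scores, 344 of 383 values kept direction and side, and 814 of 864 with each steer left out. Over 20 counts, 184 of 200 stayed within 1.5 times the count given, and 305 of 320 with each steer left out. The cause of a change was not tested unless stated. No paired analysis was possible because the groups share no replicate numbers, and slaughter day, strip and breed of each steer are not given in the sources used here. Dim features limit what the arrays can show, and values near the ceiling limit differences upward.

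With fewer features tested, above the median level, the features at an unadjusted p under 0.05 were 524 in the F test (1168 over all 24997), 649 for gain (1515), 346 for intake (850), 627 for the interaction (1163), 812 for low gain-low intake (1370), 586 for high gain-low intake (1393), 374 for high gain-high intake (868) and 399 for low gain-high intake (1114), against 737 for the last above the lower quartile. At an F p under 0.001 there were 10 (24 over all), and among the F calls 267 for gain (614), 156 for intake (375) and 264 for the interaction (485). Array weights gave 2056 features for low gain-low intake, 3 of them at an adjusted p under 0.05, and 40 at an F p under 0.001. Beside the 0 features at an adjusted p under 0.05, ordinary least squares, quantile normalization, median centring and the intensity trend also gave 0 in every contrast. The share of higher and lower calls moved with the scaling. Centring on the median gave 560 higher and 289 lower for high gain-high intake (418 and 450 before, 450 and 348 with quantile normalization) and 502 and 558 for low gain-high intake (696 and 418 before).

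With each steer left out, the features at an adjusted p under 0.05 ranged from 0 to 1 in the F test and for gain, intake, interaction, high gain-low intake, high gain-high intake and low gain-high intake, and from 0 to 11 for low gain-low intake. At an F p under 0.001 they ranged from 13 to 39. The 11, without low gain-low intake steer 20123661, were DNAJA4, SLC5A3, HSPH1, CREM, PLAUR, N4BP2L1, HSPA6, TSHZ2, LMAN1, LOC781337 and LOC539314, and DNAJA4 (adjusted p = 0.000575) also passed in the F test and the interaction. Without high gain-high intake steer 20124206, CREM and BAG3 passed for low gain-low intake (adjusted p = 0.0476). Without low gain-low intake steer 20123850, LOC100335833 passed in each test. LMAN1, LOC781337, LOC539314 and LOC100335833 were named after their values were seen.

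For low gain-low intake, the heat shock list difference was 0.945 with median centring (adjusted p = 0.061) and ranged from 0.749 to 1.10 with each steer left out. The splicing list was at 0.386 with median centring (adjusted p = 0.0813) and ranged from 0.336 to 0.431. Lists near 0 turned their sign. Scaled scores gave -0.037 for endoplasmic reticulum chaperones, -0.080 for adipocyte markers and -0.135 for sterol synthesis. The adjusted p of camera with the preset correlation, camera with an estimated correlation and fry was 0.947, 0.978 and 0.968 for endoplasmic reticulum chaperones, 0.852, 0.857 and 0.855 for adipocyte markers and 0.669, 0.857 and 0.855 for sterol synthesis, all with the other sign. Members above the lower quartile gave -0.080 for adipocyte markers and -0.020 for platelet markers, and quantile normalization -0.0043 for platelet markers. With each steer left out, the difference ranged from -0.0011 to 0.138 for mitochondrial chaperones, -0.016 to 0.072 for endoplasmic reticulum chaperones, -0.058 to 0.104 for NRF2 targets, -0.029 to 0.082 for antioxidant enzymes, -0.172 to 0.033 for guanylate binding proteins, -0.025 to 0.113 for T cell, -0.815 to 0.476 for neutrophil, -0.148 to 0.095 for platelet, -0.066 to 0.0087 for endothelial, -0.368 to 0.080 for smooth muscle, -0.036 to 0.081 for adipocyte and -0.122 to 0.047 for pancreas markers, and -0.0090 to 0.063 for sterol synthesis. The neutrophil value turned without low gain-low intake steer 20123661. The difference kept its sign but moved by more than 1.5 times for MHC class II (0.061 to 0.451), MHC class I (-0.248 to -0.122), the type I interferon response (-0.635 to -0.120), B cell (-0.193 to -0.019), plasma cell (-0.464 to -0.182), gamma delta T cell (0.0012 to 0.198), natural killer cell (-0.404 to -0.119), macrophage (-0.313 to -0.135) and liver markers (0.023 to 0.130), proliferation (-0.274 to -0.119), proteasome subunits (-0.161 to -0.050), the aldosterone response (0.0152 to 0.140), triglyceride synthesis (-0.0875 to -0.0244) and beta oxidation (-0.0808 to -0.0252). For low gain-low intake, steer 20123661 gave the extreme nearest to 0 for B cell, gamma delta T cell and liver markers and beta oxidation, and steer 20123915 for MHC class I, proliferation and proteasome subunits. For high gain-low intake, the difference was 0.428 for IFIT2 without 20123591 and 0.251 for MHC class II without 20123812, and for gain that of triglyceride synthesis was 0.0613 without high gain-high intake steer 20124206. The mean and the median had opposite signs for endoplasmic reticulum chaperones, ATF4 targets, antioxidant enzymes and sterol synthesis.

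Camera with the preset correlation called lists that the list scores and the estimated correlation did not. For low gain-low intake its adjusted p was 1.12e-12 for immediate early genes, 0.016 for the interferon gamma response, plasma cell markers, natural killer cell markers and proteasome subunits, 0.0188 for the type I interferon response, 0.00918 for MHC class I and 0.00113 for proliferation. For high gain-low intake it was 4.54e-10 for the interferon gamma response, 2.53e-05 for guanylate binding proteins and 1.13e-08 for the type I interferon response. It was 0.0176 for MHC class II and intake, 2.14e-06 for the interferon gamma response and gain, and 0.00552 for beta oxidation and high gain-high intake. With an estimated correlation, the heat shock and splicing lists for low gain-low intake and the heat shock list for the interaction were called (adjusted p = 0.0489 for the last, 9.56e-28 with the preset correlation). The heat shock interaction ranged from 1.06 to 1.41 with each steer left out, and its adjusted p came under 0.05 without low gain-low intake steer 20123661 (0.0240), 20123915 (0.0148) or 20123850 (0.0477). The interferon gamma response in high gain-low intake was at 0.607 with median centring (adjusted p = 0.0407) and ranged from 0.426 to 0.736 with each steer left out. Its adjusted p was 0.0374 without high gain-high intake steer 20123806 and 0.0374 without low gain-high intake steer 20124211. The lipid metabolism genes of the paper gave 0.358 with scaled scores (exact p = 0.198), and a p of 0.0802 by camera with the preset correlation, 0.202 with the estimated one and 0.129 by fry. The 20 immediate early genes not in Supplemental Table 1 gave 0.567 (exact p = 0.103). For the heat shock list, 11 of 30 genes are not in that table and gave 0.35 (exact p = 0.0242). For the splicing list 10 of 18 gave 0.25 (exact p = 0.0385). For the interferon gamma response in high gain-low intake 14 of 17 gave 0.54 (exact p = 0.00989). That table was chosen by the F test on these same steers, so leaving its genes out shapes both the size and the p of what remains.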

Differences from the paper's values

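No count or group mean that the paper states differed by more than 1.5 times from the value found by limma over 24997 features. Limma gave 1168 features at an unadjusted p under 0.05, where the paper reports 1216 in its Results and 1217 in its Discussion, and 24 at p under 0.001, where the paper reports 30. For gain, intake and the interaction limma gave 614, 375 and 485, and the paper reports 654, 404 and 494. The lowest adjusted p was 0.734, and the paper reports 0.75. Ordinary least squares, the test of the paper's methods, gave 1219, 30, 655, 405 and 497, and a lowest adjusted p of 0.772. The paper adjusted over fewer genes than the 24997 features here.

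The paper states that MHC class II genes were more highly expressed in the high gain-low intake animals than in both high intake groups. BOLA-DQB was higher there by 3.98 and 4.15, while the 11 class II genes outside DQ were higher by 0.0034 (standard error 0.20) and 0.039 (standard error 0.13). The paper names HSPA5 among the heat shock genes up-regulated in the low gain-low intake animals. Supplemental Table 1 does not list HSPA5, and the cluster that carries its name on the array carries several names and was not analysed here. The paper names HSP1A1 with it, here taken to be HSPA1A, which was higher by 2.11.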

Other observations

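The tests of 1 steer and of handling at slaughter were chosen after the results were seen, and the tests of cell types and of the splits before. No list of cell type markers passed the test between the low gain-low intake animals and the rest. The log2 difference, with its standard error in parentheses, was -0.10 (standard error 0.21) for 11 B cell, -0.27 (0.20) for 10 plasma cell, 0.048 (0.24) for 13 T cell, 0.069 (0.11) for 5 gamma delta T cell, -0.22 (0.12) for 13 natural killer cell, -0.20 (0.15) for 12 macrophage, 0.14 (0.70) for 14 neutrophil, -0.23 (0.18) for 12 erythroid and 0.003 (0.13) for 10 platelet genes. It was -0.031 (0.13) for 11 endothelial, -0.10 (0.30) for 12 smooth muscle and fibroblast, 0.040 (0.06) for 9 adipocyte, 0.070 (0.07) for 12 liver and -0.031 (0.09) for 8 pancreas genes. The difference was -0.25 (0.16) for 17 interferon gamma response, -0.49 (0.68) for 15 type I interferon response, 0.26 (0.21) for 15 MHC class II, -0.20 (0.16) for 13 MHC class I genes and -0.077 for 6 guanylate binding proteins. None of these had an adjusted p under 0.05 over the lists. With 1 steer left out, each of these differences other than those of the erythroid and interferon gamma response genes moved by over 1.5 times or turned its sign, such as gamma delta T cell (0.0012 to 0.198), B cell (-0.193 to -0.019) and liver genes (0.023 to 0.130).

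LONP2, a protease of peroxisomes, and TK2, the mitochondrial thymidine kinase, were lower in the low gain-low intake animals, with differences of -0.70 (standard error 0.16) and -0.57 (standard error 0.12). All 4 steers lay below the other 12 for TK2 (exact permutation p = 0.000549). Neither passed limma's adjusted p over all features (0.471 for both).

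The heat shock genes of the low gain-low intake animals were weighed against 3 explanations. A single steer is argued against, since the lowest difference of the list with 1 of the 4 steers left out was 0.749 against 0.948 with all of them. A difference in cell types stays open. The cell marker list that differed most was that of plasma cells, at -0.269, which is under the bound set beforehand, but that bound looked at the largest difference and not at the least certain one, and the neutrophil markers had a standard error of 0.704. Handling or delay at slaughter also stays open, since the hypoxia genes differed by 0.129 (exact permutation p = 0.148) while the immediate early genes were higher (exact permutation p = 0.0286), and the order of slaughter of the steers is not given in the sources used here. Breed was not weighed. The breed composition differs between the groups in the paper's Table 1, so for these genes too breed and group cannot be separated. A response of these animals that goes with their gain and intake stays open as an untested hypothesis.

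Chance in how the steers were grouped could not be excluded for any count of features at an unadjusted p under 0.05. Of 100 splits of the steers into groups of the same sizes, the real one included, the number with a count as large was 44 for the F test (1168 in the real split, highest other 2920), 18 for gain (1515, 3423), 78 for intake (850, 3486), 39 for the interaction (1163, 4382), 34 for low gain-low intake (1370, 3415), 35 for high gain-low intake (1393, 4593), 74 for high gain-high intake (868, 3369) and 53 for low gain-high intake (1114, 2735). The paper states that 1 animal of each group was slaughtered on each of 4 days, so the real split is balanced over the days and the drawn splits are not. The tallies rest on splits that ignore the day, and the day of each steer is not given in the sources used here. Slaughter day is 1 structure among the steers that could give splits with several times the real count, and it was not tested.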
